A study of Caulobacter vibrioides NA1000 with 2 samples. Its data were reported in "The Global Regulatory Architecture of Transcription during the Caulobacter Cell Cycle" (2015).

How the data were processed

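Total RNA was taken from Caulobacter crescentus strain NA1000, an aquatic bacterium with an asymmetric division. The culture was unsynchronized and grew in M2G minimal medium at 28 °C to an optical density of 0.4. Ribosomal RNA was depleted. The RNA was then either incubated for 1.5 h with tobacco acid pyrophosphatase (10 U), abbreviated TAP, or left without it. TAP turns the triphosphate of a newly started transcript into a monophosphate, so that the RNA adapter can be ligated to it. Without TAP, the adapter joins RNAs that already carry a 5′ monophosphate, such as the products of cleavage. The adapter was ligated for 12 h at 16 °C, and the cDNA went through PCR of 12 cycles, selection of fragments from 100 to 300 bp, a nuclease step against ribosomal cDNA and PCR of 10 more cycles. The groups were +TAP and −TAP, with 1 library in each, as given by the titles of the samples.

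Per the submitters' processing notes, the authors aligned the reads with Bowtie 0.12.7. Per the methods of the study, uniquely placed reads without a mismatch were kept, reads of ribosomal RNA were set aside, and each library was scaled to its total of reads outside ribosomal RNA. Reads a few bases apart were added up at the position with most +TAP reads, so that TSSs this close cannot be listed apart. Duplicated genes therefore lose reads, since a read with more than 1 possible place is dropped. The deposited signal of each transcription start site (TSS) is this scaled number of reads, given for the +TAP and the −TAP library beside the position and the strand. The authors selected the listed TSSs on θ, the natural log of the +TAP over the −TAP signal, above 0.26, on a +TAP signal of at least 25, and on a rise of RNA-seq coverage downstream. They further required a minimum share of the same-strand +TAP reads of a CDS and a minimum signal in a cell cycle time course, and both minimums were higher for internal and antisense TSSs than for upstream ones. Shares, levels and θ inside and outside CDSs are thus compared after unequal filters. The values are thus a truncated sample of 5′ ends, and the full set of ends and the total reads of each library were not analysed here. Tables of RNA-seq coverage and of the cell cycle time course were not used here.

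The signal is not a raw count. The +TAP values nevertheless stepped by 0.814, and 95.3% of them lay within 0.05 of a whole multiple of that step, against 12.3% for values with no step. In a simulated column without a step the best step took in 21.6% of 2726 values, and in simulated columns with steps of 0.7 and 0.9 the step was found each time. The step was read as the worth of 1 +TAP read. The −TAP values were whole numbers at 2174 TSSs and whole numbers plus up to 0.5 at 552. Values under 1 included 0.1 and 0.2. The part of a −TAP value beyond the whole number was not counted as reads. On this reading, which is inferred from the values, the listed TSSs held 3540897 +TAP and 776914 −TAP reads. Exact Clopper-Pearson 95% intervals of the ratio were made from these reads. They held the true ratio for 96.4% of 2726 simulated TSSs. Those reads were drawn from the binomial model that the intervals assume, so this checks the calculation and not the inferred reads. They cover counting error only, since PCR copies are not independent molecules and no replicate library measures the spread between cultures. A −TAP value under 1 was taken as no read. Such a TSS ranks above every finite θ, and its ratio is given as a lower bound from a floor of 3 reads, the one-sided 95% limit of a count of 0. This bound leaves out the counting error of +TAP and lies above the lower end of the two-sided interval.

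Positions were set against a gene table of assembly ASM2200v1, which is the chromosome sequence that the study names, with 4097 genes, of which 3886 are protein-coding. The table gives start and end but neither strand, product nor sequence. The planned categories that need the strand of the gene were therefore replaced by categories of position. A TSS was placed at the edge of a coding sequence (CDS) when it fell on the first base in its direction of transcription, outside and facing a CDS when the nearest gene edge ahead lay within 300 bp and the TSS lay in no CDS, inside a CDS, at an RNA gene, or elsewhere. A TSS inside an RNA gene and in no CDS was placed at the RNA gene, also where it faced a CDS. The direction of a gene was taken from the TSSs outside CDSs or at the edge that face it, where they all point 1 way. Initiating bases, promoter elements, the terminus from GC skew and the share of genes co-directional with replication need a sequence or strands and were not analysed here. The lists of TonB-dependent receptors and transposases need product names and were not run.

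Before the data were examined, the tests, alternatives, gene lists and the rule for named genes were fixed. The named genes are the master regulators and the division and polarity genes with a TSS, the 5 TSSs with the highest +TAP signal, the 5 with the highest and the 5 with the lowest θ, the 3 CDSs with most TSSs, up to 4 genes of every other list by +TAP signal, and the antisense TSSs in dnaA, ctrA, mreB and spmX. Medians carry distribution-free 95% intervals from order statistics, shares carry Clopper-Pearson intervals, and differences of medians carry 95% bootstrap intervals from 2000 draws. The median θ of a class or list was set against 10000 random sets of TSSs of the same size, matched on 10 bins of +TAP signal, and the median +TAP signal of a list against random sets of TSSs that face a gene from outside a CDS. In simulations with 2726 TSSs, lists of 30 with a ratio raised 2-fold were called above the central range in 97.5% of runs, lists raised 1.5-fold in 45.0%, and unchanged lists fell outside it in 6.00%. The simulated θ held no TSSs without a −TAP read, and most lists here hold fewer than 30 TSSs. These rates therefore do not carry over to such lists. The TSSs of a list can share a gene, as those of ctrA, rcdA and clpX do, while the random sets were drawn TSS by TSS. List percentiles can therefore look more extreme than the number of genes allows. Lists can also share genes, such as clpX and clpP. The direction of replication was tested with a two-sided exact binomial test, with the origin at the start of the sequence and the terminus at its middle, and p-values of the 11 classes were adjusted after Benjamini and Hochberg. With 1 library per group, no test between the libraries was made and no replicate check exists. Alternatives were pseudocounts of 1 and 5, minimum signals of 100 (+TAP) and 10 (−TAP), scaling by the sum over listed TSSs, windows of 150 and 500 bp, and other units of counting. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.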

Results

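The data are the +TAP and −TAP signals of 2726 TSSs of the Caulobacter chromosome, 1341 on the plus and 1385 on the minus strand, which comes to 1 TSS per 1.48 kb. The signal summed to 2882528 in the +TAP and 776974 in the −TAP library over these TSSs. The median TSS had a +TAP signal of 105 (quartiles 44.8 and 383) and a −TAP signal of 23.0 (quartiles 6.0 and 88.8). A few transcripts dominated, with 26.6% of the +TAP signal at 10 TSSs. Coordinates are those of assembly ASM2200v1.

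The first question was how far TAP raised the signal at the listed 5′ ends. The median θ was 1.57 (95% interval 1.51 to 1.63), a ratio of 4.79, and 2721 of 2726 TSSs (99.82%, interval 99.57 to 99.94) lay above the threshold of 0.26 by which the list had been selected. No −TAP read was seen at 317 TSSs (11.6%, interval 10.4 to 12.9). Of 10 bins of +TAP signal, such TSSs made up 29.7% of the lowest and none of the 273 TSSs of the highest, so that depth limits what can be said of weak TSSs. The counting interval of θ lay wholly above 0.26 at 2388 TSSs (87.6%) and included it at 335. Dividing each library by its own sum over the listed TSSs lowers every θ by 1.31 by construction, to a median of 0.26.

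**Figure D1:**
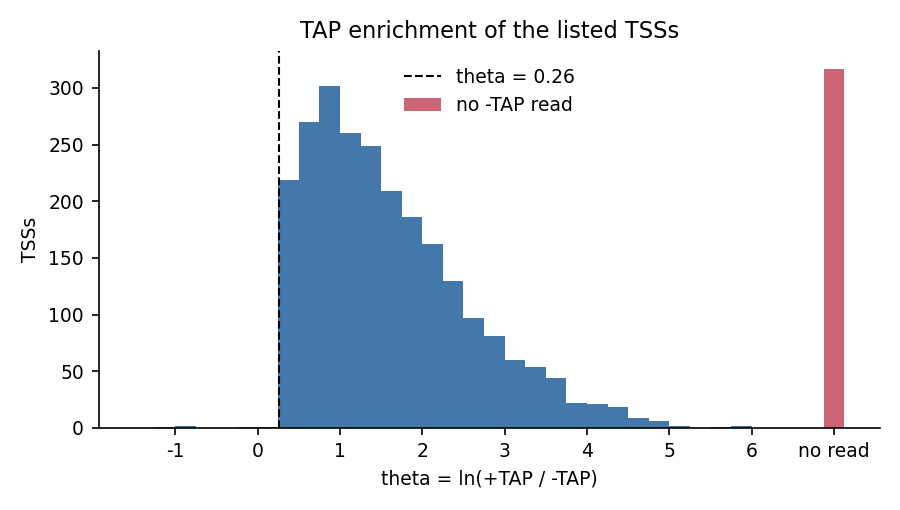
Histogram of θ, the natural log of +TAP over −TAP signal, for 2409 TSSs with a −TAP read (blue, number of TSSs per bin), with the 317 TSSs without one as a separate bar (red). The dashed line is the threshold of 0.26, and the median over all TSSs is 1.57.

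The TSSs with the strongest +TAP signal led to genes of several kinds. The highest value, 159315, stood at 1051249 on the plus strand, 139 bp before CCNA_00974, with a ratio of 2.10 (interval 2.08 to 2.12). CCNA_03400 followed with 102683 and a ratio of 15.6, and the first base of the small CDS CCNA_03911 with 100964 and a ratio of 2.77. The first base of the RNase P RNA gene, which encodes the RNA that trims the 5′ ends of tRNAs, had 91398 and a ratio of 1.85 (interval 1.83 to 1.87). CCNA_03887 had 62864 and a ratio of 4.65. The highest θ with a −TAP read was 5.93 (interval 4.64 to 8.04) at 1148214, before CCNA_01051, from 925 +TAP and 2 −TAP reads. The next were a TSS inside CCNA_01688 at 5.81, the first base of the noncoding RNA gene CCNA_R0009 at 5.53, CCNA_00369 at 5.20 and CCNA_03247 at 5.16, each resting on 1 −TAP read.

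At the other end, 5 TSSs with a −TAP read did not pass 0.26. The TSS of sciP, which encodes an inhibitor of CtrA-driven transcription, had more −TAP (19324) than +TAP signal (8654), with θ at −0.80 (interval −0.83 to −0.78). The TSS of rpoD, the gene of the housekeeping sigma factor, was alike at −0.78 (interval −0.83 to −0.74), and that of the flagellar gene flgH was lowest at −1.18 (interval −1.87 to −0.54). CCNA_03139 at −0.11 and gcrA at 0.10 had intervals that reached 0.26. A +TAP signal under 25 stood at 8 TSSs, of which fliF, flgB, flgF, flgH and flgI belong to the flagellum and alkB, hemE and CCNA_02052 do not. In all, 12 listed TSSs lay outside one of the stated thresholds. The 12 were picked out after their values were seen.

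The master regulators of the cell cycle all had a TSS. As the culture was unsynchronized, their values are averages over cells of all cell cycle stages. The strongest was that of dnaA, the gene of the replication initiator (5636 to 7108), at 5481 with a +TAP signal of 26562 and a ratio of 32.0 (interval 29.9 to 34.3). ctrA, the gene of the response regulator that represses replication, had 3 TSSs at 65, 90 and 122 bp before its CDS (3278952 to 3279647, minus strand), with +TAP signals of 6900, 8675 and 2954. Their ratios differed beyond counting error, with 3.41 (interval 3.25 to 3.58), 2.40 (interval 2.31 to 2.50) and 11.1 (interval 9.77 to 12.6). The DNA methyltransferase gene ccrM had 188.9 and a ratio of 2.59, and gcrA 152.2 and a ratio of 1.10. The median +TAP signal of the 7 TSSs of this list, 6900, was at percentile 100 of 10000 random sets, and the median θ of 0.95 was at percentile 7.35.

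Of 21 division and polarity genes, 13 had a TSS outside CDSs, 22 TSSs in all, with a median +TAP signal of 790 (percentile 99.9) and a median θ of 1.23 (percentile 16.8). At a +TAP signal of at least 100 the percentile of the signal was 95.3, within the central range. The histidine kinase gene pleC had the highest signal, 27096, at a ratio of 3.16. ftsK, which encodes a DNA translocase at the septum, had the highest ratio with −TAP reads, 71.1 (interval 40.9 to 139). The polarity gene podJ had TSSs at 22 and 120 bp, with the farther one stronger (7786 against 1604). mipZ, whose product places the division plane, had a TSS at 37 bp with 718.8 and a ratio of 6.36, and one at 130 bp with 144.1 and no −TAP read, at least 48.0-fold higher with TAP. rcdA, a gene of the CtrA proteolysis pathway, had 4 TSSs with ratios from 1.35 to 7.99, and clpX had 3 with ratios from 3.30 to 4.29. ftsZ, ftsA, ftsQ and parA were faced only from inside the neighbouring CDS, and for divJ, cckA, tipN and parB no TSS faced the gene within 300 bp.

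**Figure D2:**
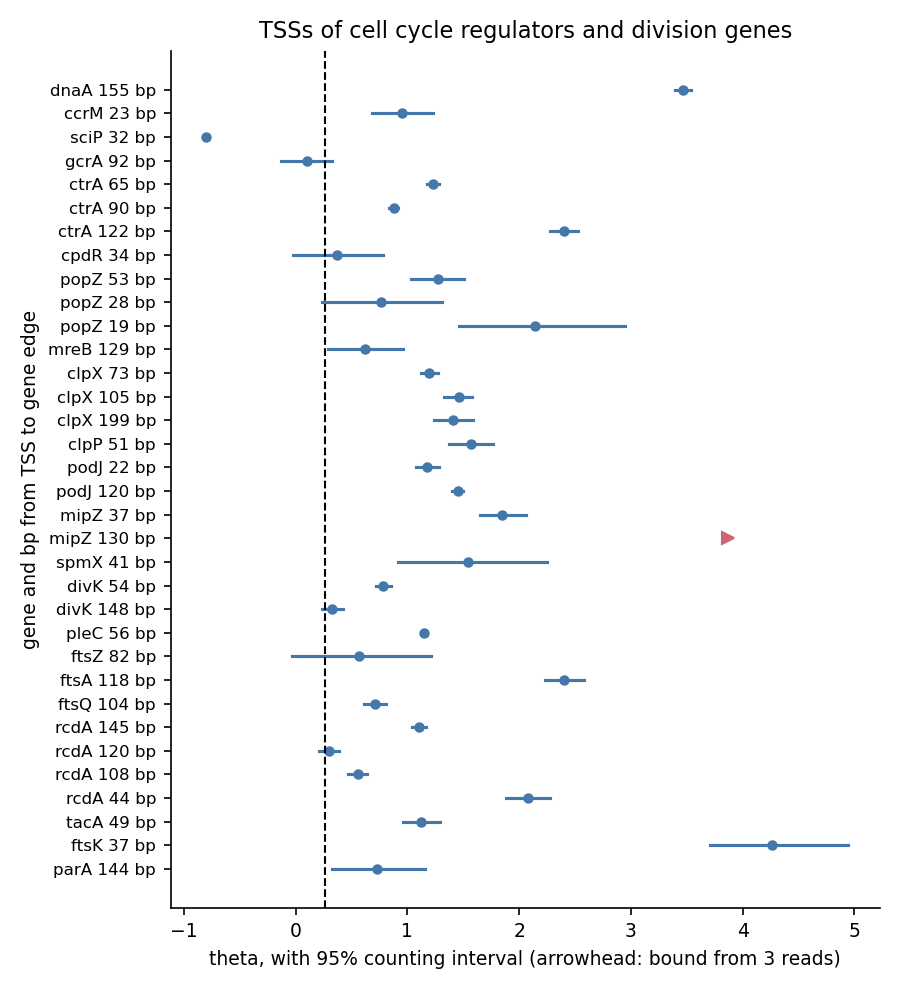
θ of the TSSs that face master regulator genes and division or polarity genes, with exact 95% counting intervals (horizontal lines) and the distance from TSS to gene edge in bp on the vertical axis. The dashed line is 0.26; sciP lies below it at −0.80, ftsK is highest of those with a −TAP read at 4.26, and the arrowhead marks the lower bound, from a floor of 3 reads, for the mipZ TSS without a −TAP read.

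The other gene lists asked whether functional groups stood apart in signal or TAP enrichment. The flagellum and chemotaxis genes had 24 TSSs at 20 of 60 genes, with a median θ of 2.48 at percentile 99.5 and a +TAP signal of 136 at percentile 37.2. Among them fliL had 3801 at a ratio of 4.23, flbT 3310 at 2.71, motB 1217 at 2.69 and fliX 888.1 at 11.0. With TSSs inside neighbouring CDSs added, the list fell within the central range, at percentile 96.2. RNA polymerase and sigma factor genes had the lowest percentile, 1.90, with a median θ of 0.68 over 4 TSSs at 3 of 10 genes, rpoD, sigU and rpoN, whose strongest TSSs had ratios of 0.456, 4.62 and 2.53. At a +TAP signal of at least 100 that percentile was 19.6. The ratios of the remaining 10 lists lay within the central range.

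In +TAP signal, 5 of the 12 lists lay outside the central range, and 3 of the 10 that could be run did at a +TAP signal of at least 100. Most genes of several lists had no TSS outside CDSs, so that the values hold for the listed TSSs and not for the whole group. The 3 ribosomal protein TSSs, at 3 of 26 genes, had a median +TAP signal of 14630 (percentile 99.9), namely rpsU with 41013, rpsM with 14630 and a ratio of 34.3, and rplO with 2279 and a ratio of 1.67. The list of replication and nucleotide reduction genes had 5 TSSs, at 4 of 15 genes, with a median of 2800 (percentile 99.2). The recombination gene recA had 12839, and the ribonucleotide reductase gene nrdE had 9543 and a ratio of 40.4. The values were 177.5 at nrdB and 32.6 at the first base of dnaQ. The high median thus rests on recA and nrdE, since nrdB and dnaQ lie far below it. Chaperone and protease genes (6 of 11 with a TSS) were at 663 (percentile 96.4, or 99.2 with TSSs inside neighbouring CDSs added; median θ 1.43), with 34355 at the Hsp70 gene dnaK, 2829 at clpX, 705 at ftsH and 574.7 at clpP. Amino acid biosynthesis genes (11 of 30) were at 328 (percentile 85.1), with a median θ of 2.21 (percentile 95.2). The median θ was 0.89 (percentile 1.52) with TSSs inside neighbouring CDSs added, and the signal was 164 (percentile 53.9) without regulators and tRNA synthetases. The highest in that list, glnB (17164) and glnK (6334), encode nitrogen regulators and not enzymes, followed by metK (4738) and metZ (608.1). Respiratory chain genes (6 of 30) were at 62.6 (percentile 7.26, median θ 1.38), with 20452 at coxB, 1049 at coxC, 65.1 at cydC and 60.2 at atpA. Pilus genes (5 of 14) were at 92.0 (percentile 26.4, median θ 2.43), or at 152 (percentile 49.0) with TSSs inside neighbouring CDSs added, with 7692 and a ratio of 11.4 at the pilin gene pilA, 549.5 at cpaI, 92.0 at cpaL and 63.5 at cpaA.

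The class of RNA genes held 161 TSSs, which faced an RNA gene or lay inside one and in no CDS. Some of the latter faced a CDS, as at 122 on the plus strand, 80 bp before CCNA_00001. These are not among the TSSs counted as facing a CDS. The tRNA genes were faced by 44 TSSs at 37 genes, at a median of 29.0 bp and none nearer than 2 bp to the mature end. The strongest were CCNA_R0052 with 16581 and a ratio of 8.25, CCNA_R0038 with 5411, CCNA_R0045 with 4709 and CCNA_R0030 with 3929. The tRNA and rRNA list (38 of 57 genes with a TSS) had a median θ of 1.44 (percentile 33.6) and a median +TAP signal of 137 (percentile 32.3). Of 85 TSSs that face other RNA genes (67 of 154), 50 (58.8%) stood at the annotated first base. The same group separately described noncoding RNAs of this genome from RNA-seq, so these ends are not taken as an independent check. Their median +TAP signal was 98.5 (percentile 2.14) and their median θ 1.76 (percentile 86.7). The percentile of the signal was within the central range at a +TAP signal of at least 100 (8.74) and with TSSs inside neighbouring CDSs added (6.58). After the RNase P RNA, the strongest were CCNA_R0079 at 48829 and a ratio of 24.7, CCNA_R0098 at 8545 and CCNA_R0209 at 5409.

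The next comparison was between genomic contexts. Of the TSSs, 1450 (53.2%, interval 51.3 to 55.1) faced a CDS from outside or at its edge, and 1085 (39.8%, interval 38.0 to 41.7) lay inside CDSs. TSSs inside a CDS that faced no other gene within 300 bp had lower +TAP signals than those facing a CDS from outside, 57.0 against 181, a difference of −1.66 on the log2 scale (interval −1.89 to −1.44). Their median θ was 1.70 against 1.53, a difference of 0.17 (interval 0.03 to 0.35) that turned to −0.22 where a −TAP signal of at least 10 was required. Matched on +TAP signal, the median of the inside TSSs was at percentile 92.5.

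Inside CDSs, θ differed with direction. The direction of a gene was inferred from the TSSs that face it. Of 1239 CDSs with such a TSS, 1061 had exactly 1, so that this direction could seldom be checked. Of 393 TSSs inside a CDS with an inferred direction, 199 pointed with the gene and 194 against it. The median θ was 0.99 (interval 0.84 to 1.15) with the gene and 2.05 (interval 1.91 to 2.47) against it, a difference of 1.06 (interval 0.82 to 1.41). Among TSSs with a −TAP signal of at least 10 the difference was 0.50 (interval 0.38 to 0.83). The +TAP signals were close, at 65.1 and 61.9, while the −TAP signals were 22.0 and 8.0. In mreB, which encodes the actin-like protein of cell shape, the antisense TSS at 1733379 had 637.4 and a ratio of 6.07 (interval 4.95 to 7.52), while the strongest of 3 sense TSSs near the gene start, at 1733330, had 615.4 and a ratio of 1.73 (interval 1.52 to 1.97). An antisense TSS lay in ctrA at 3279418 with 70.0 and a ratio of 7.78 (interval 3.91 to 17.6), and in dnaA at 6320 with 35.8 and no −TAP read, at least 11.9-fold higher with TAP. None was listed inside spmX, although the paper shows an antisense TSS for that gene. The paper also reports putative antisense TSSs below its RNA-seq threshold, counted apart from the TSSs listed here.

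**Figure D3:**
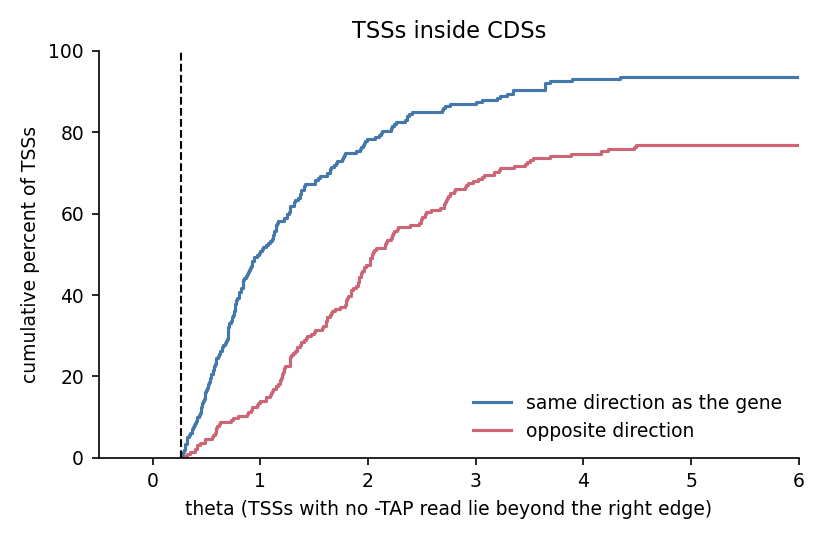
Cumulative percent of TSSs inside CDSs by θ, for 199 TSSs in the inferred direction of the gene (blue) and 194 against it (red). The medians are 0.99 and 2.05, the dashed line is 0.26, and TSSs without a −TAP read lie beyond the right edge.

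Of 1450 TSSs outside or at the edge of CDSs, 176 (12.1%, interval 10.5 to 13.9) stood on the first base of a CDS in their direction. Such a TSS leaves no leader where that edge is the annotated start. Gene strands were not given, so an antisense TSS at the end of a CDS would be counted alike. The other 1274 lay at a median of 39.0 bp (interval 37.0 to 42.0) before the CDS edge they faced, most often at 23 bp, and 173 (13.6%) lay beyond 100 bp. TSSs at the first base were weaker, at a median +TAP signal of 84.7 against 181, a log2 difference of 1.09 (interval 0.72 to 1.50), and had a median θ of 1.42 against 1.53.

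**Figure D4:**
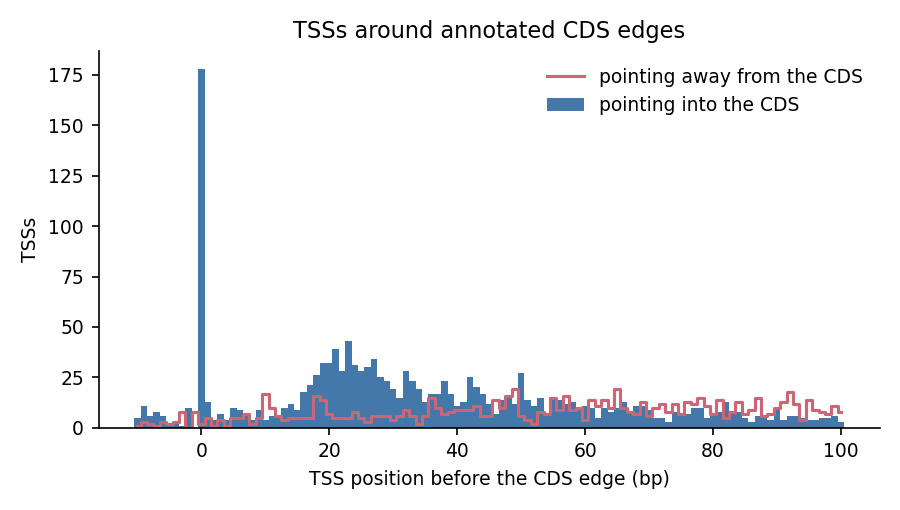
Number of TSSs at each distance (bp) before an annotated CDS edge, for TSSs pointing into the CDS (blue bars) and away from it (red line). The bar at 0 bp holds 178 TSSs pointing into a CDS, of which 2 were counted with RNA genes, against 2 pointing away.

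More than 1 TSS outside CDSs or at the edge faced 178 of 1239 CDSs (14.4%, interval 12.5 to 16.4), with 151 CDSs having 2. The number was 87 at a +TAP signal of at least 100, 110 when TSSs at most 20 bp apart counted as 1, and 281 with TSSs inside neighbouring CDSs added. Of 60 such added TSSs that face a CDS with an inferred direction, 35 (58.3%, interval 44.9 to 70.9) pointed in its direction. That interval does not exclude an even split, so many of the added TSSs may not lead into the gene they face. The strongest TSS took a median of 68.9% of the +TAP signal. Most TSSs, 5, faced CCNA_03082, of which 1 lay at the opposite edge; the others ran from 216.5 to 1077 in +TAP signal, and the one at 3230740, with 363.9, had no −TAP read and was at least 121-fold higher with TAP. Of the 4 CDSs with 4 TSSs, rcdA and CCNA_03423 had the highest summed +TAP signal, an order chosen after the tie was seen, and aguA and CCNA_02576 were the others. In 85 of 169 CDSs with several TSSs in 1 direction (50.3%, interval 42.5 to 58.1) the nearest TSS was stronger than the farthest (exact binomial p = 1.0).

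More of the listed TSSs pointed in the direction of the replication fork than against it. Each TSS counted alike, whatever its signal, and gene strands were not available to set against this. Of all TSSs, 1543 were co-directional and 1183 opposing (56.6%, interval 54.7 to 58.5; two-sided exact binomial p = 5.7e-12, adjusted p = 6.3e-11), with 55.9% on the right and 57.3% on the left arm. TSSs are not fully independent, since several can belong to 1 gene; without TSSs within 1000 bp of a stronger one on the same strand, the share was 53.8% (exact p = 0.0012). By the same exact binomial test, the share was 69.8% (adjusted p = 1.2e-07) for the 199 TSSs pointing with the CDS they lie in. It was 45.4% (exact binomial test, adjusted p = 0.27) for the 194 TSSs pointing against it. The difference between these shares was not tested. Each share is set by the directions of the CDSs that hold the TSSs, and the share of co-directional genes was not available for comparison. These tests therefore cannot tell whether TSSs with and against the gene differ in replication bias. Co-directional TSSs had a median θ of 1.47 and opposing TSSs 1.65. The number of TSSs per 100 kb ran from 38 (3000001 to 3100000) to 118 (400001 to 500000), with a median of 66.0. The +TAP signal showed hardly any trend with distance from the origin (Spearman rho across TSSs 0.023, interval −0.014 to 0.062).

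**Figure D5:**
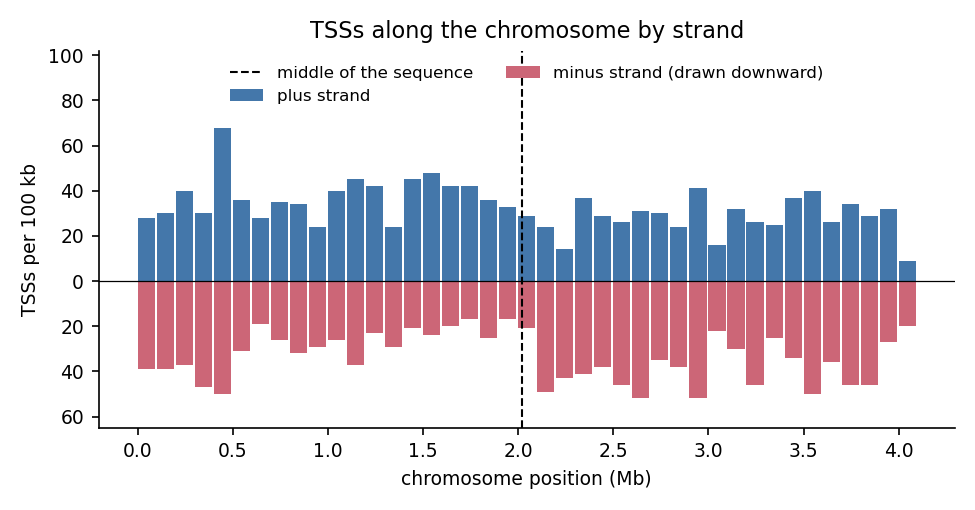
TSSs per 100 kb along the chromosome (Mb), plus strand upward in blue and minus strand downward in red; the last bar ends at 4042735 and is shorter than 100 kb. The dashed line marks the middle of the sequence; co-directional TSSs are on the plus strand to its left and on the minus strand to its right, 56.6% of all.

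Across TSSs, which are not replicates, the −TAP and +TAP signals had a Spearman rho of 0.79 and, among the 2409 TSSs with a −TAP read, a Pearson r of 0.84 on log values. The selection on θ caps the −TAP signal by the +TAP signal, so that a positive correlation is in part built into the list.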

Values the study reported

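The study reported 2,726 TSSs, selected at θ > 0.26 with at least 25 reads. It counted 1544 TSSs co-directional with replication and 1182 opposing it, and found 241 CDSs with multiple TSSs.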

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

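No paired analysis was possible because each group holds 1 library. Tests with TSSs inside a CDS added, a minimum depth inside the gene, a moved terminus, thinning, list members left out or the counting interval were chosen after the results were seen. Of 65 alternatives to 15 results, 3 (own-sum scaling of differences and list percentiles) cannot change the value, and 37 of the other 62 kept it within its interval, its factor of 1.5 or its side of the threshold. The co-directional share stayed between 53.8% and 58.7% under all 5 alternatives run, and the opposite minus same-direction θ between 0.50 and 1.13 under the 6 that can change it. The median θ was 1.37 with a pseudocount of 5, 1.46 at +TAP of at least 100, 1.13 at −TAP of at least 10, 1.77 for intervals above the threshold and 0.26 with own-sum scaling, which lowers every θ by 1.31 by construction; the share above 0.26 was then 49.85%, against 99.19% with a pseudocount of 5 and, by construction, 100.0% for those intervals. The θ difference of inside and outside TSSs was 0.14 and 0.01 with pseudocounts of 1 and 5 and 0.09 at +TAP of at least 100, with intervals that include 0, and −0.22 at −TAP of at least 10; the cause was not tested. At +TAP of at least 100, 63.8% of TSSs were outside CDSs or at an edge, 29.1% inside CDSs and 8.99% at the first base, 87 CDSs had several TSSs, 1 list lay outside the central range of θ and 3 outside that of +TAP signal. A window of 150 bp gave 50.9% outside or at an edge and 8.99% at RNA genes or elsewhere. Adding TSSs inside CDSs gave a median leader of 49.0 bp, 9.45% at the first base and 281 CDSs with several TSSs. The number of such CDSs was 110 when TSSs within 20 bp counted as 1. Many of the added TSSs may not lead into the gene they face. Adding them kept the count of lists at 2 but not the lists: flagellum and chemotaxis left, and amino acid biosynthesis entered at percentile 1.52. Spearman rho was 0.84 at −TAP of at least 10. The terminus by GC skew and all alternatives for initiating bases and promoter elements were not run. Counting intervals that include the threshold number 78 in the lowest and 2 in the highest of 10 bins of +TAP signal.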

Other observations

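The tests of +TAP level and of distance from the gene start and both tests of neighbour spacing were chosen after the result was seen. The lower θ of TSSs that point with the gene around them may come from several sources. A difference in +TAP level is argued against, since their median θ of 0.99 lay below the 1.40 that bounds random sets matched on level. Promoters near the gene start are argued against as the whole source, since the difference was still 1.03 (interval 0.71 to 1.54) without TSSs under 300 bp from the start. Monophosphate fragments of the mRNA, which would add −TAP reads, remain open: rho between θ and the +TAP signal of the strongest TSS of the gene was −0.05 (interval −0.19 to 0.09), which neither reaches nor excludes −0.1. The selection of the list on θ, on RNA-seq coverage, on the share of same-strand reads of the gene and on the time course was not tested, nor was any other biological explanation.

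Neighbouring TSSs 6 bp apart on a strand were listed 17 times on the plus and 1 time on the minus strand (exact binomial p = 1.4e-04, or 0.0051 times the 35 spacings looked at). The summing of reads allows no closer pairs. At 7 to 12 bp the plus-strand share was 58.1% (interval 49.3 to 66.5), below the interval of 72.7 to 99.9 at 6 bp, which argues against a general excess of close TSSs on the plus strand. A candidate explanation is that reads were summed over 1 bp more on the minus strand, although the 1 minus-strand pair at 6 bp goes against a strict form of it. No biological explanation was tested.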
